# Profiling the lymphoid-resident T cell pool reveals modulation by age and microbiota

**DOI:** 10.1038/s41467-017-02458-4

**Published:** 2018-01-04

**Authors:** Aurélie Durand, Alexandra Audemard-Verger, Vincent Guichard, Raphaël Mattiuz, Arnaud Delpoux, Pauline Hamon, Nelly Bonilla, Matthieu Rivière, Jérôme Delon, Bruno Martin, Cédric Auffray, Alexandre Boissonnas, Bruno Lucas

## Abstract

Despite being implicated in non-lymphoid tissues, non-recirculating T cells may also exist in secondary lymphoid organs (SLO). However, a detailed characterization of this lymphoid-resident T cell pool has not yet been done. Here we show that a substantial proportion of CD4 regulatory (Treg) and memory (Tmem) cells establish long-term residence in the SLOs of specific pathogen-free mice. Of these SLOs, only T cell residence within Peyer’s patches is affected by microbiota. Resident CD4 Treg and CD4 Tmem cells from lymph nodes and non-lymphoid tissues share many phenotypic and functional characteristics. The percentage of resident T cells in SLOs increases considerably with age, with S1PR1 downregulation possibly contributing to this altered homeostasis. Our results thus show that T cell residence is not only a hallmark of non-lymphoid tissues, but can be extended to secondary lymphoid organs.

## Abstract (web summary)

Non-circulating, tissue-resident T cells have been reported for non-lymphoid organs, but their characterization and regulation in secondary lymphoid organs (SLO) are still lacking. Here the authors show that age and microbiota both exert SLO-specific effects for the various tissue-resident T cell subsets.

## Introduction

It has been hypothesized that peripheral T cells recirculate continuously between lymphoid organs to scan antigen presenting cells (APC) for the presence of foreign antigens. Such a model has been challenged in the last decade by numerous reports demonstrating the existence of T cells residing in non-lymphoid tissues, mostly memory CD8 T cells (CD8 Tmem cells)^1^. Indeed, results from tissue graft and parabiosis experiments have demonstrated the resident nature of a substantial proportion of CD8 Tmem cells found in several tissues, including skin, intestine, brain, lungs and salivary glands^1^. A study showed that, for a given specificity, memory T cells residing in non-lymphoid tissues outnumber their circulating cell-counterparts^2^. Although the existence of tissue-resident memory T cells is best documented for CD8 T cells, non-recirculating subsets of CD4 memory T (CD4 Tmem) cells have also been described^3^. Finally, tissue-resident regulatory CD4 T (CD4 Treg) cells have been found in multiple tissues, including the skin, muscle, lungs, adipose tissue, and intestine^4,5^. Resident memory T cells may represent a first line defense against pathogens at sites of infection, whereas resident CD4 Treg cells may ensure tissue integrity by dampening T cell responses to self antigens and commensal bacteria antigens, and by controlling crosstalks between immune and non-immune cells^6–8^; for example, skin resident CD4 Treg cells crosstalk with hair follicle stem to modulate skin wound healing and hair regeneration^9,10^.

Resident T cells have been extensively studied within non-lymphoid tissues. However, there is now evidence that resident T cells might also exist within secondary lymphoid organs (SLO)^8^. In humans, it was shown that, in spleen, lymph nodes (LN), and tonsils, a significant fraction of CD4 and CD8 Tmem cells phenotypically resembles resident T cells within non-lymphoid tissues, and that, at least for CD8 T cells, they included cells with defined specificity for EBV and CMV^11–13^. The existence of a subset of effector CD4 Tmem cells retained in mouse SLOs that accumulated after immunization or in response to chronic antigen exposure has been suggested using photoconvertable fluorescence reporters^14–17^, with the implicated resident T cell subsets including follicular helper CD4 T cells^15,17^ and populations of innate-like αβ and γδT cells expressing CCR6 and high surface levels of CD127^16^. Retention of CD8 Tmem cells within draining mediastinal LNs after lung infections and within spleen and LNs after LCMV acute infection in mice has also been shown^18,19^.

We and others have recently shown that interactions between TCR and self peptides/self MHC class II complexes help retain, at least temporarily, CD4 T cells in mouse LNs^20–22^. Using two different experimental approaches, here we show the long-term residence of a substantial proportion of CD4 Treg and CD4 Tmem cells in the SLOs of specific pathogen-free (SPF) mice. By contrast, CD8 Tmem cells are retained only in Peyer’s patches. Microbiota has important function in T cell residence in Peyer’s patches, but only a minor one, if any, in LNs. LN-resident CD4 Treg and CD4 Tmem cells share many phenotypic and functional characteristics, including a core transcriptional profile, with their counterparts from non-lymphoid tissues. In particular, S1PR1 downregulation may represent the main mechanism accounting for T cell residency within SLOs. Strikingly, T cell residence increases with age, with the majority of CD4 Treg and Tmem cells in the LNs being resident but not circulating T cells in old mice.

## Results

### A proportion of T cells is retained in the SLOs of SPF mice

To study T cell residence within SLOs, we first generated CD45.1/CD45.2 parabiotic mice and analyzed them 4 weeks after surgery (Fig. 1a). Throughout this study, CD4 Treg cells were defined as Foxp3^+^CD4^+^CD8α^−^TCRβ^+^ cells, CD4 Tmem cells as CD44^hi^Foxp3^−^CD4^+^ CD8α^−^TCRβ^+^ cells, and naive CD4 T cells as CD44^−/low^Foxp3^−^CD4^+^CD8α^−^TCRβ^+^ cells (Fig. 1b). CD44 expression was also used to discriminate between naive and memory CD8 T cells (Fig. 1b). Interestingly, unlike naive CD4 and CD8 T cells, CD45.1^+^ and CD45.2^+^ CD4 Tmem and CD4 Treg cells were not equally distributed in all studied SLOs (including Peyer’s patches and the spleen) with a consistent enrichment in host-derived cells (CD45.1^+^ cells in the CD45.1 parabiont and CD45.2^+^ cells in the CD45.2 parabiont, Fig. 1c–e). Such a phenomenon was observed for CD8 Tmem cells only in Peyer’s patches. Similar results were found when parabiotic mice were studied 2 months after surgery (Supplementary Fig. 1a). We have recently shown that Ly-6C expression allows to discriminate between memory and naive CD4 Treg cells with Ly-6C^−^ cells corresponding to memory CD4 Treg cells^22^. Using this marker, we then tested whether the unequal redistribution of CD4 Treg cells between the two parabionts was differential between the naive and memory subpopulations. Interestingly, we found that among CD4 Treg cells, only Ly-6C^−^ CD4 Treg cells were enriched in cells deriving from their host in all SLOs tested (Fig. 1f). Similar results were obtained by using, as proposed by Smigiel et al.^23^, the expression level of CD44 to discriminate between naive (CD44^low^) and memory (CD44^high^) CD4 Treg cells (Supplementary Fig. 1b). Altogether, these results suggest that a significant proportion of memory regulatory and conventional T cells are residing for at least several weeks within the SLOs of SPF mice.

**Fig. 1:**
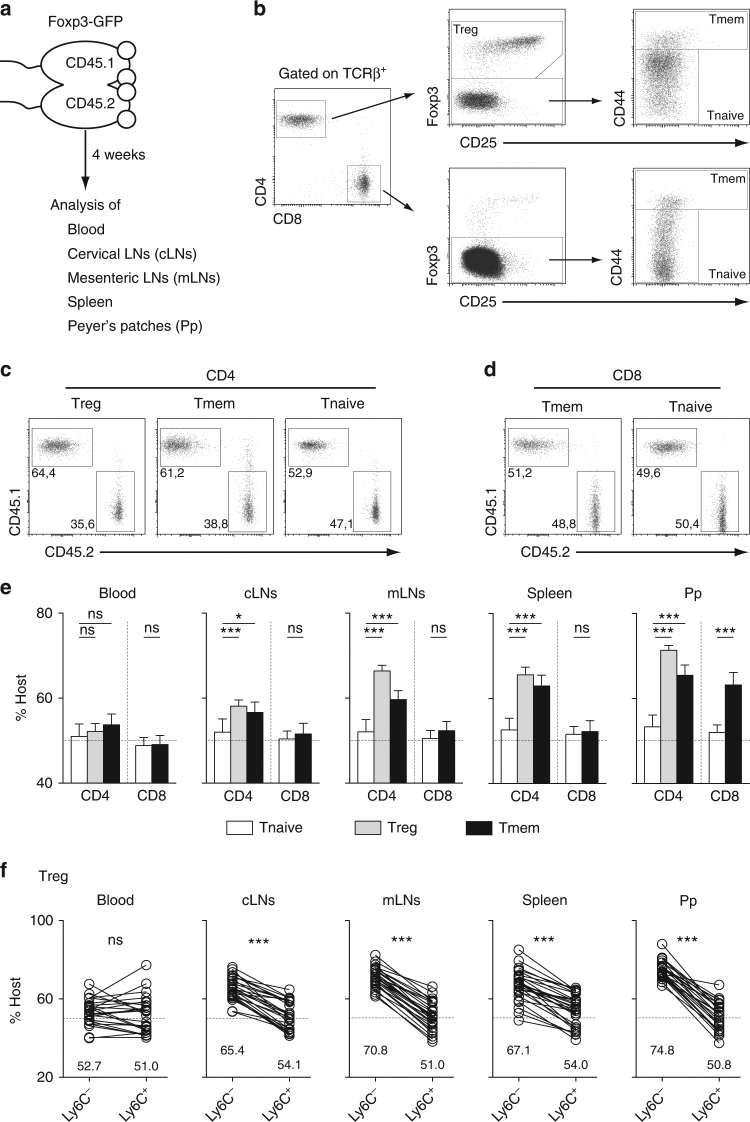
Analysis of mouse parabionts reveals the long-term residence of T cell populations in SLOs. Four weeks after parabiosis surgery, blood, cervical LNs (cLNs), mesenteric LNs (mLNs), spleen, and Peyer’s patches (Pp) were recovered and analyzed. **a** Diagram illustrating the experimental model. **b** Gating strategy to define naïve (Tnaive), memory (Tmem) and regulatory (Treg) CD4 and CD8 T cells. **c** CD45.1/CD45.2 dot-plots are shown for mLN CD4 Treg, Tmem and Tnaive cells from a representative CD45.1 parabiont. **d** CD45.1/CD45.2 dot-plots are shown for mLN CD8 Tmem and Tnaive cells from a representative CD45.1 parabiont. **e** Proportions of host cells (CD45.1^+^ for the CD45.1 parabiont and CD45.2^+^ for the CD45.2 parabiont) among the indicated CD4 T cell and CD8 T cell subsets recovered from blood, cLNs, mLNs, Spleen, and Pp are shown for at least ten parabiotic pairs from three independent experiments (mean ± SEM; paired *t*-test). **f** Proportions of host cells among Ly-6C^−^ and Ly-6C^+^ CD4 Treg cells. Each pair of dots represents an individual mouse (paired *t*-test). *p < 0.05, ***p < 0.001. ns not significant

To confirm our hypothesis, we then blocked T cell entry into LNs and Peyer’s patches through the i.p. injection of mAbs specific to VLA-4 $and LFA-1 as previously described^20^, and first studied the cells remaining in these SLOs 24 h after initiating the treatment (Fig. 2a). At this time-point, most CD4 and CD8 T cells have exited the LNs and accumulated in the spleen (Supplementary Fig. 2a, b). Interestingly, CD4 Treg and CD4 Tmem cells were greatly enriched in the remaining LN CD4 T cells (Fig. 2b). Consistent with the results obtained in parabiotic mice, 24 h after mAb injection, enrichment in CD8 Tmem cells was clearly observed within Peyer’s patches (Fig. 2c). We then blocked T cell entry into LNs for 7 days by repeating the mAb treatment every 2 days (Fig. 2d). This protocol led to a gradual increase of the proportion of CD4 Treg and CD4 Tmem cells within the CD4 T cells remaining in LNs, and a concomitant decrease of the percentage of naive CD4 T cells (Fig. 2e). More precisely, whereas naïve T cells pursued exiting LNs at least until day 4, the absolute numbers of LN CD4 Treg and Tmem cells remained almost stable (Fig. 2f and Supplementay Fig. 2c).

**Fig. 2:**
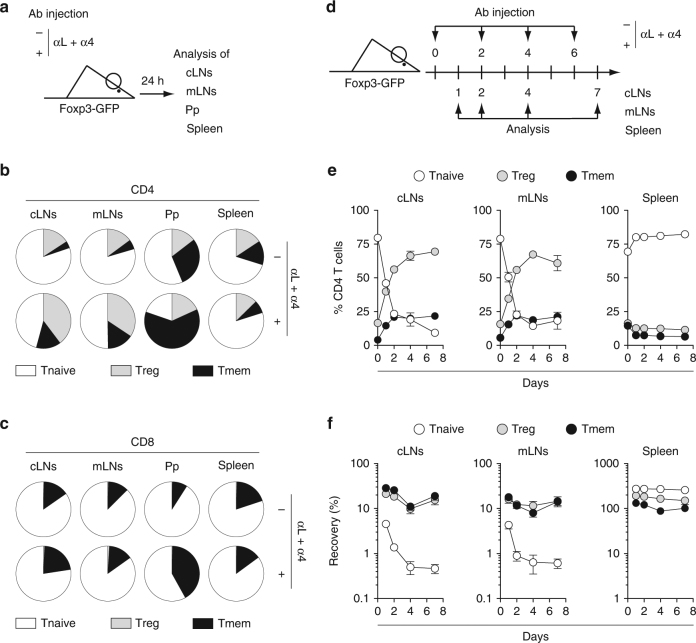
Analysis of residual T cells after blocking T cell entry into LNs and Peyer’s Patches. **a**–**c** 6–12-week-old C57BL/6 Foxp3-GFP mice were injected or not i.p. with 200 μg of anti-LFA-1 (αL) and anti-VLA-4 (α4) Abs. Twenty-four hours later, cLNs, mLNs, Pp, and spleen were harvested and analyzed. **a** Diagram illustrating the experimental model. **b** Distribution of Treg, Tmem, and Tnaive cells among CD4 T cells in the indicated SLOs of treated or untreated mice. **c** Distribution of Treg, Tmem, and Tnaive cells among CD8 T cells in the indicated SLOs of treated or untreated mice. **d**, **e** 6–12-week-old C57BL/6 Foxp3-GFP mice were injected or not i.p. with 200 μg of anti-LFA-1 (αL) and anti-VLA-4 (α4) Abs every 2 days from day 0 to day 6 and SLOs were recovered for analysis at various time-points. **d** Experimental model. **e** Percentages of Treg, Tmem, and Tnaive cells among CD4 T cells are shown as means ± SEM for the indicated SLOs. **f** Relative absolute numbers of CD4 Treg, Tmem, and Tnaive cells in cLNs, mLNs, and spleen are shown. The percentage of recovery was calculated by dividing the absolute numbers in treated mice by the mean absolute number obtained in untreated animals. Data are means ± SEM for at least three independent experiments. Mouse clip arts were generated in ref. ^21^

Thus, using two different experimental approaches, we obtained data suggesting strongly that a substantial proportion of CD4 Treg cells and of CD4 Tmem cells are not continuously recirculating through the SLOs of SPF mice, but rather reside for long periods of time in them. This unexpected result seems to apply to CD8 Tmem cells, in Peyer’s patches only.

### The proportion of LN-resident CD4 T cells increases with age

Surprisingly, whereas the proportions of CD4 Treg cells and Tmem cells strongly increase with age in SLOs, the composition of the blood remains quite unchanged (Fig. 3a). This led us to suggest that the qualitative changes with age of the CD4 T cell pool in SLOs may reflect an increase with age in the proportion of resident CD4 Treg cells and CD4 Tmem cells. To test this hypothesis, we applied the mAb treatment described above to young and old mice and analyzed the results as a function of their age (Fig. 3b). Two days after treatment, whereas the CD4 Treg and Tmem cells remaining in LNs represent <25% of the corresponding pools in 4-week-old animals, these proportions rise to 50–75% in 1-year-old mice. For each experiment, we then calculated the proportion of circulating CD4 Treg cells and of CD4 Tmem cells among LN CD4 T cells by subtracting the numbers of cells recovered 2 days after treatment from the total number of these cells recovered from LNs (Fig. 3c, d; see Experimental procedures). Interestingly, by doing so, we observed that the corrected proportion of circulating CD4 Treg cells did not vary with age in LNs as observed in the blood. The increase in the proportion of LN CD4 Tmem cells was also reduced when the correction factor was applied. Thus, the proportion of LN-resident CD4 Treg and Tmem cells increases with age to represent the majority of these cells in old mice.

**Fig. 3:**
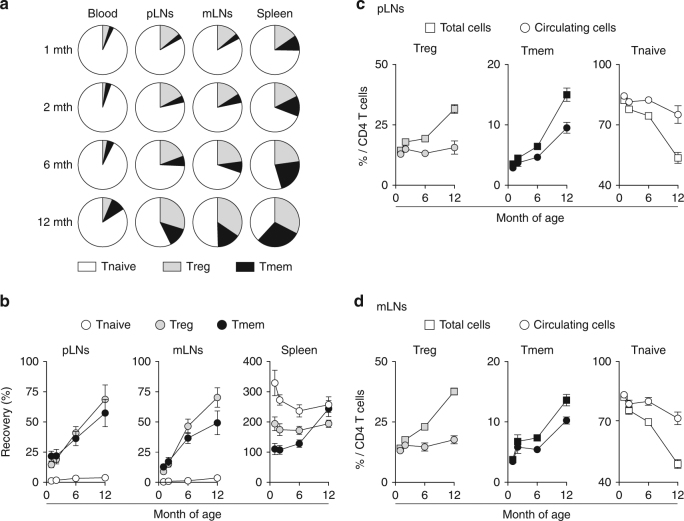
T cell residence in SLOs increases with age in SPF mice. **a** Distribution of Treg, Tmem, and Tnaive cells among CD4 T cells in blood, pLNs (pooled superficial cervical, axillary, brachial, and inguinal LNs), mLNs, and spleen of 1–12-month-old C57BL/6 Foxp3-GFP mice. **b** C57BL/6 Foxp3-GFP mice of various ages were injected or not i.p. with 200 μg of anti-LFA-1 (αL) and anti-VLA-4 (α4) Abs. Forty-eight hours later, blood, pLNs, mLNs, and spleen were harvested and analyzed. Relative absolute numbers (recovery) of CD4 Treg, Tmem, and Tnaive cells in the indicated SLOs are shown as means ± SEM as a function of mouse age. **c**, **d** Percentages of Treg, Tmem, and Tnaive cells among total or “circulating” CD4 T cells are shown as means ± SEM for the indicated SLOs (see the experimental procedures for calculations)

### LN-resident CD4 T cells exhibit an effector phenotype

We then analyzed the phenotype of CD4 T cells remaining within LNs 2 days after anti-VLA-4 and anti-LFA-1 mAb injection in 6–12-week-old mice. For simplicity’s sake, we will refer to these cells as “day 2 CD4 T cells”. Day 2 CD4 Treg and CD4 Tmem cells exhibited decreased expression of CD62L, CD127, and CCR7 when compared to their counterparts from untreated mice in both peripheral LNs (pLN; Fig. 4a) and mesenteric LNs (mLN; Supplementary Fig. 3a). In line with this effector phenotype, day 2 CD4 Treg cells from both pLNs and mLNs contained a higher proportion of cycling cells (as assessed by Ki-67 staining) than CD4 Treg cells from untreated mice (Fig. 4b and Supplementary Fig. 3b). A weak increase in the percentage of Ki-67-expressing cells was observed for CD4 Tmem cells in mLNs only. Upon a 2 h re-stimulation with PMA and ionomycin, about three times more day 2 LN CD4 Treg cells were able to produce IL-10 than LN CD4 Treg cells from untreated animals (Fig. 4c and Supplementary Fig. 3c). Similarly, day 2 LN CD4 Tmem cells were enriched in cytokine-producing cells (especially IL-17) when compared to control LN CD4 Tmem cells. We then divided the absolute number of day 2 CD4 T cells producing a given cytokine by the number of CD4 T cells from untreated mice producing the same cytokine. Interestingly, the results obtained suggest that nearly all IL-10^+^ CD4 Treg cells and almost all IL-17^+^ CD4 Tmem cells are in fact LN-resident T cells (Fig. 4d and Supplementary Fig. 3d). Of note, integrin engagement by monoclonal antibodies prior to re-stimulation with PMA and ionomycin does not potentiate the ex vivo ability of T cells to produce cytokines (Supplementary Fig. 4).

**Fig. 4:**
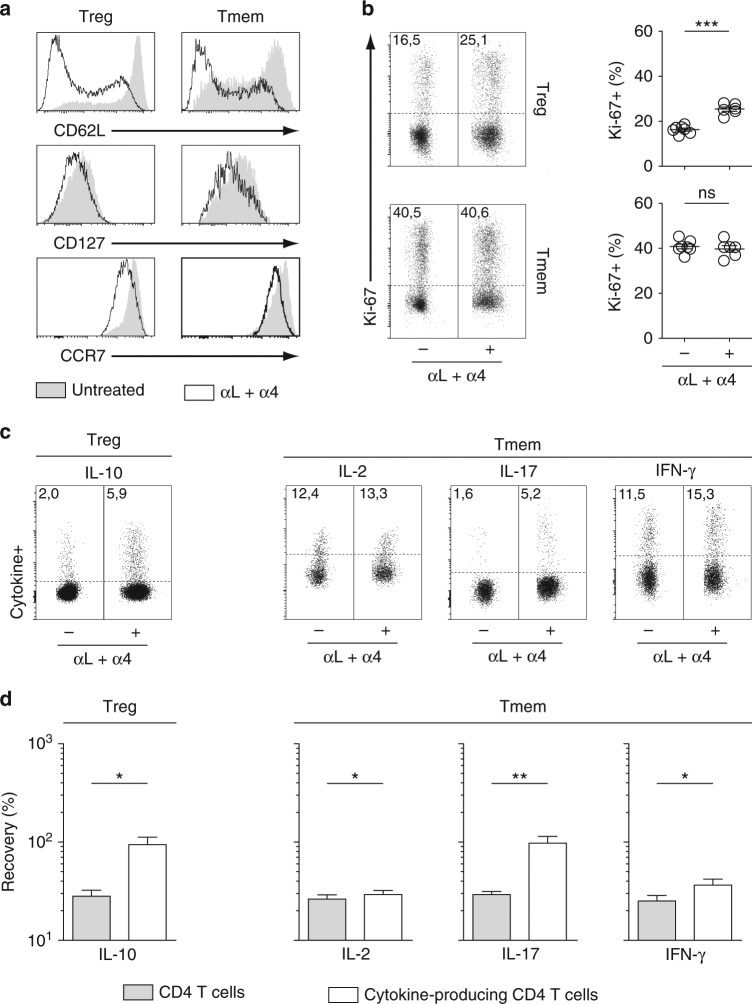
pLN-resident CD4 T cells exhibit an effector phenotype. 6–12-week-old C57BL/6 Foxp3-GFP mice were injected or not i.p. with 200 μg of anti-LFA-1 (αL) and anti-VLA-4 (α4) Abs. Forty-eight hours later, pLNs were harvested and analyzed. **a** CD62L, CD127, and CCR7 fluorescence histograms of CD4 Treg and CD4 Tmem cells from a representative treated and a representative control C57BL/6 Foxp3-GFP mouse. **b** Representative Ki-67 expression by CD4 Treg and CD4 Tmem cells from treated and control mice. Quantification is shown on the right side of the panel (unpaired *t*-test). Each dot represents an individual mouse. **c** Representative IL-10 expression by CD4 Treg cells and representative IL-2, IL-17, and IFN-γ expression by CD4 Tmem cells from treated and control mice. **d** Quantification of cytokine production by CD4 Treg and Tmem cells is shown as means ± SEM with paired *t*-test. The percentage of recovery for a given cytokine was calculated by dividing the absolute numbers of cells expressing this cytokine in treated mice by the mean absolute number of cells expressing this same cytokine in untreated animals (white bars). The gray bars correspond to the recovery of total CD4 Treg or CD4 Tmem cells in the same samples. *p < 0.05, **p < 0.01, ***p < 0.001. ns not significant

Finally, we studied more extensively the phenotype of day 2 CD4 Treg cells (Supplementary Fig. 5). We first confirmed the memory phenotype of these cells as they were expressing high surface amounts of CD44 and were not expressing Ly-6C^22,23^. We then examined the expression of molecules known to play a role in the suppressive capacities of CD4 Treg cells. All tested molecules, except CD25, were found to be upregulated in day 2 LN CD4 Treg cells when compared to LN CD4 Treg cells from control mice (Supplementary Fig. 5).

Altogether, our results show that day 2 LN CD4 Treg and Tmem cells have an effector phenotype that correlates with their increased ability to produce cytokines upon re-stimulation.

### Microbiota affects T cell residence in Peyer’s patches

We hypothesized that CD4 T cells residing in SLOs would be receiving more TCR signals than the bulk of CD4 T cells and that these signals might convert/maintain them in an effector state. The lack of Ly-6C expression of day 2 CD4 Treg cells fits with this hypothesis (Supplementary Fig. 5). Indeed, we have recently shown that Ly-6C downregulation by peripheral memory/effector CD4 Treg cells resulted from interactions with self MHC class II molecules^22^. To go further, we studied the expression of CD5 and Nur77, two molecules whose levels of expression have been shown to reflect TCR engagement^24–26^. Both molecules were found to be upregulated in day 2 CD4 Treg and CD4 Tmem cells in both pLNs and mLNs (Fig. 5a, b and Supplementary Fig. 6a, b). Collectively, these results strongly suggest that day 2 CD4 Treg and Tmem cells interact more strongly with MHC class II-expressing cells in SLOs than their circulating counterparts.

**Fig. 5:**
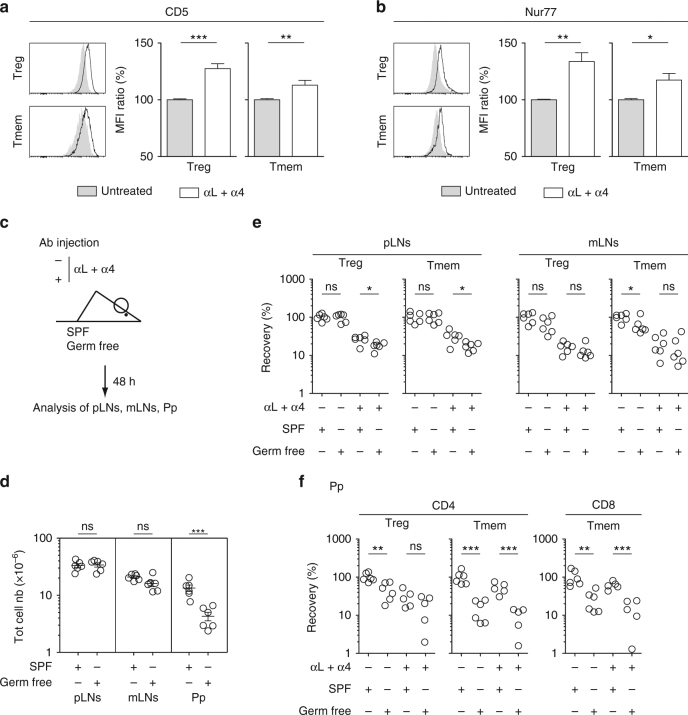
Assessing the relative role of self antigens and microbiota in T cell residence in SLOs. **a**–**c** 6–12-week-old C57BL/6 Foxp3-GFP mice were injected or not i.p. with 200 μg of anti-LFA-1 (αL) and anti-VLA-4 (α4) Abs. Forty-eight hours later, peripheral lymph nodes (pLN) were harvested and analyzed. CD5 (**a**) and Nur77 (**b**) fluorescence histograms of CD4 Treg and CD4 Tmem cells from the pLNs of a representative treated and a representative control C57BL/6 Foxp3-GFP mouse. Quantification is shown as means ± SEM with unpaired *t*-test on the right part of these panels. **c**–**f** 6–8-week-old SPF or germ-free C57BL/6 mice were injected or not i.p. with 200 μg of anti-LFA-1 (αL) and anti-VLA-4 (α4) Abs. Forty-eight hours later, SLOs were harvested and analyzed. **c** Diagram illustrating the experimental model. **d** Total cell numbers recovered from pLNs, mLNs, and Peyer’s patches (Pp) of SPF or germ-free mice. **e** Recovery of CD4 Treg and CD4 Tmem cells in pLNs and mLNs. **f** Recovery of CD4 Treg, CD4 Tmem and CD8 Tmem cells in Peyer’s patches (Pp). Each dot represents an individual mouse (unpaired *t*-test). *p < 0.05, **p < 0.01, ***p < 0.001. ns not significant. Mouse clip arts were generated in (21)

To determine the relative contribution of microbiota- and self antigen-derived peptides in the retention of T cells within SLOs, we first studied germ free mice (Fig. 5c). The total cell numbers in pLNs and mLNs were comparable between Germ free and SPF mice whereas the cellularity of Peyer’s patches was strongly reduced in germ free mice when compared to SPF mice (Fig. 5d). In agreement, the recovery of day 2 CD4 Treg and Tmem cells was only slightly reduced in pLNs and not affected in mLNs (Fig. 5e). By contrast, 2 days after mAb injection, cell recovery was strongly diminished in the Peyer’s patches of germ free mice when compared to control mice for both CD4 and CD8 Tmem cells (Fig. 5f). Although not significant, a similar tendency seems to apply to CD4 Treg cells. These results were largely confirmed in mice treated with a combination of antibiotics for 4 weeks before blocking T cell entry into LNs and Peyer’s patches (Supplementary Fig. 6c–f). In this setting, although the total cellularity as well as the absolute numbers of CD4 Treg and Tmem cells were slightly reduced in the pLNs of antibiotic treated mice, the absolute numbers of day 2 CD4 Treg and Tmem cells were not affected by the antibiotic treatment in both pLNs and mLNs. Two days after mAb injection, cell recovery was strongly diminished in Peyer’s patches for CD4 Treg cells and for both CD4 and CD8 Tmem cells (Supplementary Fig. 6f). Microbiota thus seems to have an important impact on T cell residence in Peyer’s patches but only a small or no role in LNs.

### Transcriptional signature of LN-resident CD4 T cells

We then decided to compare the transcriptome of day 2 LN CD4 Treg and Tmem cells to the transcriptome of the corresponding CD4 T cells from unmanipulated animals. 

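CD4 Treg and Tmem cells of C57BL/6 Foxp3-GFP mice, in which a green fluorescent protein marks cells expressing Foxp3, were sorted from pooled peripheral and mesenteric LNs. Control cells came from unmanipulated mice and are a mixture of resident and recirculating cells. Day 2 cells came from mice that had received 200 µg of mAbs against the integrins LFA-1 and VLA-4, which block the entry of T cells into LNs, 48 h earlier, so that most recirculating T cells, though not all, had left. The sorts took CD4+ CD8α− TCRβ+ cells, as GFP+ for Treg cells and as GFP− CD44hi for Tmem cells.
RNA was hybridised to Affymetrix mouse gene ST arrays, with 3 arrays in each of the 4 groups. The mice were 6 to 12 weeks old by the paper's methods and 6 to 8 weeks old by the labels of the arrays. The methods give 100 ng of RNA and a whole transcript labelling kit, while the labels give 900 pg and a Nugen Ovation kit, so that the amplification behind the values is stated in different ways. The authors processed the arrays with RMA, which corrects the background, applies quantile normalization and gives 1 log2 value per gene and array. These values ran from 1.71 to 13.2, and arrays of the same group correlated across genes with a Pearson's r of 0.975 to 0.987.
Of 23748 features, the 23111 that carry a gene symbol were tested, with no filter on low values. limma fitted the 4 groups over all 12 arrays, and day 2 was set against control within each cell type. Adjusted p values are by Benjamini-Hochberg. The difference between both effects was tested as well. In addition, 28 gene lists, 8 of them markers of other cell types, were chosen before the data were examined, as were the models, and each was tested with camera, which asks whether the genes of a list shift against all other genes. Some lists hold genes that the paper draws in Fig. 6, chosen by the study on these same arrays. Their tests are not wholly independent of that choice. For a single gene, 3 arrays against 3 allow no exact permutation p below 0.1. On simulated data in which 200 of the 23111 genes changed, the test recovered 17.9% of 1.5-fold changes, 58.2% of 2-fold changes and 97.0% of 4-fold changes in the Treg comparison, and 23.9%, 52.2% and 97.0% in the Tmem comparison. The changed genes were drawn from those above the median level, with noise independent between genes. These shares therefore do not cover genes at lower levels. A change that does not pass is therefore not shown to be absent.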

With a fold change cut-off of ≥1.5 and a *p*-value cut-off of ≤0.05, we found that 398 genes were differentially expressed in day 2 CD4 Treg cells and 381 in day 2 CD4 Tmem cells, when compared to their cell-counterparts from control mice (Supplementary Fig. 7a).

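Day 2 CD4 Treg cells carried more transcript of genes of suppression and less of genes expressed by naive and recirculating T cells. The genes that rose encode, among others, a cytotoxic protease, an inhibitory receptor, an enzyme that makes adenosine and the integrin chain that binds E-cadherin on epithelial cells. Those that fell include the receptor that guides T cells out of LNs and a chromatin organiser of naive T cells.
At an adjusted p under 0.05 from limma, 27 genes differed between day 2 and control CD4 Treg cells, 15 higher and 12 lower. With each array centred on its median, 10 were higher and 16 lower, which brings the share of higher calls from 55.6% to 38.5%. At the thresholds of the study, a fold change of 1.5 and an unadjusted p of 0.05, with the p from limma, 293 genes were higher and 374 lower, 667 in all, or 204 and 532 with the centring. With the p from a test of each gene on its own variance with equal variances, 183 were higher and 227 lower, 410 in all. Arrays of day 2 and control cells did not overlap for 15.8% of all genes, where chance gives 10%, and for all 27 genes that passed.
Transcripts of Gzmb, which encodes granzyme B, had a log2 value of 6.45 ± 0.20 (SD, n = 3 arrays) in day 2 cells and 4.87 ± 0.48 (SD, n = 3) in control cells. This is a log2 fold change of 1.58 (SE 0.26, adjusted p = 0.0476 from limma). Lag3, an inhibitory receptor for MHC class II, rose by 1.37 (SE 0.19, adjusted p = 0.0249), and Nt5e, which encodes the adenosine-producing enzyme CD73, by 0.87 (SE 0.14, adjusted p = 0.0476). Itgae, the αE integrin chain (CD103), rose from 8.16 ± 0.06 to 9.28 ± 0.20 (SD, n = 3 arrays each). These 4 are the members of a list of 28 suppressive and effector genes that passed, and 10 rose when adjusted over the list alone. The median log2 fold change of that list was 0.36 (camera, adjusted p = 3.94e-11; adjusted p = 0.0155 with an estimated correlation). The list also rose in day 2 Tmem cells (median 0.29, camera, adjusted p = 1.32e-06), so that its rise is not particular to Treg cells. Its difference between the cell types did not pass (camera, adjusted p = 0.347). It did under other normalizations (0.00561 and 0.00953) and over genes above the median level (0.039). Among 18 annexin, S100 and galectin genes, which bind calcium, membranes or sugars and rise in activated T cells, the calcium-binding S100a6 (1.61) and S100a4 (1.48) and the membrane scaffold Ahnak (1.18) rose. None fell and 8 rose when adjusted over the list alone (median 0.41, adjusted p = 5.25e-07; adjusted p = 0.0992 with an estimated correlation). The costimulatory ligand Cd80 rose by 1.07 and the interleukin-7 receptor Il7r, a survival receptor of resting T cells, by 0.91 (adjusted p = 0.0347 for both).
In the other direction, Satb1, which organises chromatin in naive T cells, changed by −1.03 (SE 0.15, adjusted p = 0.0249). Dtx1, a regulator of Notch signalling, changed by −1.09, Pdk1, a kinase that holds back pyruvate oxidation, by −0.98, and Smad3, which transmits TGF-β signals, by −0.89. A list of 21 naive and central memory genes had a median of −0.20 (adjusted p = 6.14e-07; adjusted p = 0.0477 with an estimated correlation), with Satb1 and S1pr1 lower, Il7r higher, and 5 lower and 1 higher when adjusted over the list alone. The 20 genes that tissue-resident T cells express at lower levels fell with a median of −0.20 as well (adjusted p = 3.05e-05; adjusted p = 0.0155 with an estimated correlation), where only S1pr1 passed and 6 fell and 1 rose when adjusted over the list alone. The 26 genes that such cells express at higher levels rose with a median of 0.12 (adjusted p = 0.0458; adjusted p = 0.0992 with an estimated correlation), with Itgae higher and 3 higher when adjusted over the list alone. This shift did not pass without control Tmem array 1 or 2, day 2 Tmem array 1 or 2, control Treg array 1 or 3, or day 2 Treg array 1 or 3, at adjusted p of 0.0503 to 0.154. By camera, it was also lost in a fit on the 6 Treg arrays (adjusted p = 0.0625). With a replicate block over the 12 arrays the adjusted p was 0.0611, and within the 6 arrays 0.0929.
These calls rest on few arrays and depend on the fit. In place of 27 genes, 6 passed in a fit on the 6 Treg arrays, 48 with array weights, 6 with a replicate block over the 12 arrays, 0 with a replicate block within the 6 arrays, and 0 by a test of each gene on its own variance. All 27 genes kept their direction whichever array was left out, but none of them passed without control Treg array 1, 2 or 3, where 0, 1 and 0 genes passed, and 5, 4, 11 and 43 genes passed without day 2 Treg array 1, day 2 Treg array 3, control Tmem array 1 and day 2 Tmem array 1. Of the genes named above, Gzmb, Cd80 and Smad3 passed in 2 of the 12 fits without 1 array. Nt5e, S100a6, Il7r and Pdk1 passed in 3, and Itgae and S1pr1 in 9.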

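Day 2 CD4 Tmem cells carried more transcript of annexins and related genes, of interferon-response genes and of cell cycle genes than control CD4 Tmem cells. Single genes that rose include Il21, which encodes a cytokine that helps B cells, Il23r, a receptor of Th17 cells, and Cish, which is induced by and restrains cytokine signals. A receptor that positions lymphocytes in the outer follicle fell.
At an adjusted p under 0.05 from limma, 62 genes were higher and 17 lower, 79 in all, or 76 and 13 with each array centred on its median. At the fold change and unadjusted p of the study, with the p from limma, 486 were higher and 263 lower, 749 in all, and 278 and 137, 415 in all, with the p from a test of each gene on its own variance with equal variances. Non-overlapping arrays were found for 13.8% of all genes and for all 79.
Of 18 annexin, S100 and galectin genes, 7 rose and 17 did when adjusted over the list alone, with none lower (median 0.88, camera, adjusted p = 2.57e-31; adjusted p = 0.00619 with an estimated correlation). Members such as Anxa1, Anxa2 and S100a4 are drawn in Fig. 6f, so that this list is in part not independent of the study's choice. Anxa1, which encodes a membrane-binding protein that dampens inflammation, had a log2 value of 5.69 ± 0.22 (SD, n = 3 arrays) at day 2 and 3.59 ± 0.20 (SD, n = 3) in control cells, a log2 fold change of 2.10. Anxa2, its relative, rose by 1.62 (SE 0.21, adjusted p = 0.00555 from limma) and Vim, which encodes the filament protein vimentin, by 1.16 (SE 0.14, adjusted p = 0.0029). Among 30 interferon-response genes, the antiviral Oas2 (1.80), Mx1 (1.64) and Rsad2 (1.27) rose, and 23 rose and none fell when adjusted over the list alone. Their median was 0.60 (adjusted p = 8.70e-26; adjusted p = 0.00619 with an estimated correlation). In day 2 CD4 Treg cells no gene of this list passed, while 8 rose when adjusted over the list alone and the median was 0.36 (adjusted p = 1.26e-08; adjusted p = 0.0804 with an estimated correlation). Of 35 cell cycle genes, Top2a, which untangles replicated DNA, and Ube2c, which drives the end of mitosis, rose by 1.42 and 1.30 in Tmem cells (adjusted p = 0.0167 and 0.0235), and 15 rose and 1 fell when adjusted over the list alone (median 0.43, adjusted p = 2.09e-12; adjusted p = 0.00619 with an estimated correlation). The histone genes H2bc12 (2.30) and H1f5 (2.66) rose as well. The same cell cycle list had a median of 0.04 in Treg cells and did not pass (adjusted p = 0.768).
Cish rose by 2.50 (SE 0.29, adjusted p = 0.00271 from limma), Il21 by 1.53 (SE 0.18, adjusted p = 0.0029), Il23r by 1.80 (SE 0.27, adjusted p = 0.0162) and Bcl2, which protects from cell death, by 0.99 (SE 0.14, adjusted p = 0.00813). Gpr183, the receptor that positions lymphocytes in LNs, changed by −1.07 (SE 0.17, adjusted p = 0.021). The 26 genes higher in tissue-resident T cells rose with a median of 0.11 (adjusted p = 0.00185; adjusted p = 0.0303 with an estimated correlation), with Itgae and the transcription factor gene Bhlhe40 higher and 7 higher and 2 lower when adjusted over the list alone. The lists of genes lower in resident cells and of naive and central memory genes did not pass (medians 0.07 and −0.16, adjusted p = 0.21 and 0.273).
Some transcripts typical of antibody-secreting cells also rose in the Tmem comparison. Of 214 immunoglobulin segments, 4 were higher, with a log2 value of 9.82 ± 0.31 (SD, n = 3 arrays) at day 2 and 4.34 ± 0.86 (SD, n = 3) in control cells for Igha, the heavy chain constant region of IgA, and none passed in Treg cells. The 8 plasma cell markers rose with a median of 0.30 (adjusted p = 0.000287; adjusted p = 0.0303 with an estimated correlation), where no single marker passed and 2 rose when adjusted over the list alone. The members with the smallest p were Jchain, Xbp1, Prdm1 and Irf4, and all of these but Jchain are expressed by T cells too. Mzb1, Sdc1, Tnfrsf17 and Derl3 barely moved, so that the shift is not one of plasma cell genes alone. The B cell markers had a median of −0.00258 and did not pass (adjusted p = 0.728). H2-Ab1, an MHC class II chain of antigen-presenting cells, rose by 1.57 (adjusted p = 0.00969), but the list of dendritic cell and MHC class II genes did not pass.
Of the 79 genes, 29 passed whichever array was left out, among them Anxa1, Anxa2, Vim, Cish, Il21, Bcl2, Itgae, Bhlhe40, H2-Ab1, Igha and H2bc12, and the other genes named here did not pass in at least 1 of these fits. The count was 43, 51 and 45 without control Tmem array 1, 2 or 3, and 45 and 43 without day 2 Tmem array 2 or 3. In a fit on the 6 Tmem arrays 24 genes passed, 14 with a replicate block within these, and 1 by a test of each gene on its own variance.

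**Figure D1:**
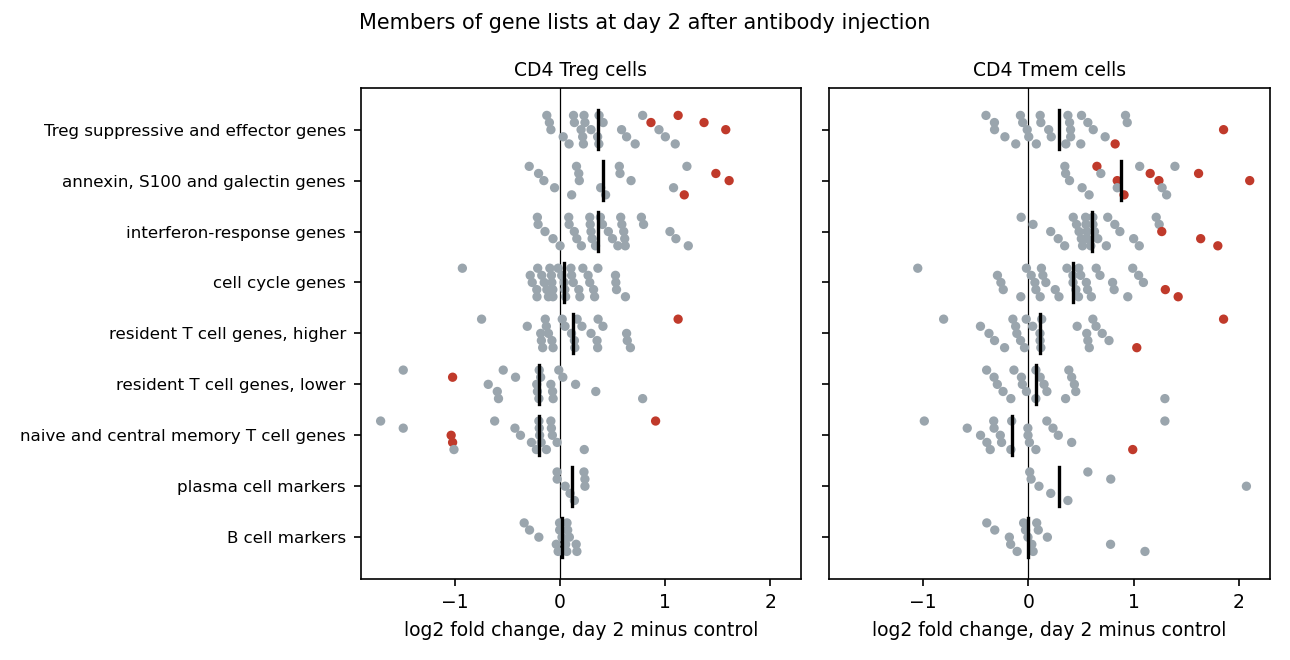
Log2 fold change of each gene of 9 lists, day 2 minus control, in CD4 Treg cells and in CD4 Tmem cells, with 3 arrays per group. Each point is a gene, red where its adjusted p is under 0.05 and grey where not, and the black line is the median of the list, for example 0.88 for the annexin, S100 and galectin genes in Tmem cells.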

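Day 2 CD4 Treg and Tmem cells had a small set of changes in common. The genes that rose in both encode the αE integrin chain, adhesion and membrane proteins and the calcium-binding protein S100A4, and those that fell include the transcriptional coactivator Eya2.
At an adjusted p under 0.05 from limma, 5 genes were higher in both cell types and 2 were lower in both, where independent calls would give 0.0402 and 0.00883, and none moved in opposite directions. Itgae rose by 1.12 in Treg and 1.86 in Tmem cells, S100a4 by 1.48 and 1.24, Ahnak by 1.18 and 0.91, Plp2, which encodes a membrane protein, by 1.19 and 1.40, and Adgre5, the adhesion receptor CD97, named after its values were seen, by 0.77 and 1.00. Arrdc3, an arrestin-like adaptor, changed by −1.11 and −1.19 and Eya2 by −0.99 and −0.83. At the thresholds of the study, with the p from limma, 74 genes were higher in both against 6.16 by chance, 40 lower in both against 4.26, and 14 moved in opposite directions. Across all genes, which are not independent replicates, the log2 fold changes of both cell types correlated with a Pearson's r of 0.123 and a Spearman's rho of 0.0448. In place of 7 shared calls, there were none without control Treg array 1, 2 or 3, and 1 and 2 without day 2 Treg array 3 and 1. There were 2, 3 and 3 without control Tmem array 1, 2 or 3, 3 without day 2 Tmem array 2 or 3, and 13 without day 2 Treg array 2. In fits on the 6 arrays of a cell type 1 was shared, 0 with a replicate block within these and 3 with a replicate block over the 12 arrays, and 11 with array weights.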

We then further compared our transcriptomic signatures to transcriptomic signatures from the literature characterizing CD4 Treg and Tmem cells residing in non-lymphoid tissues as done recently by Haskett et al.^27^. Data sets were filtered to common probes. Interestingly, day 2 LN CD4 Treg and Tmem cells shared the expression of many genes specific to resident CD4 Treg and Tmem cells from non-lymphoid tissues, such as muscle^28^, (Fig. 6a, b) and visceral adipose tissue (VAT)^29^, (Supplementary Fig. 7b, c). Indeed, most genes overexpressed in CD4 Treg cells from muscle and VAT were found to be upregulated in day 2 LN CD4 Treg cells. Similarly, genes downregulated in CD4 Treg cells from muscle and VAT were mostly less expressed in day 2 LN CD4 Treg cells than in LN CD4 Treg cells from control mice (Fig. 6a and Supplementary Fig. 6b). Similar results were obtained with CD4 Tmem cells (Fig. 6b and Supplementary Fig. 7c).

**Fig. 6:**
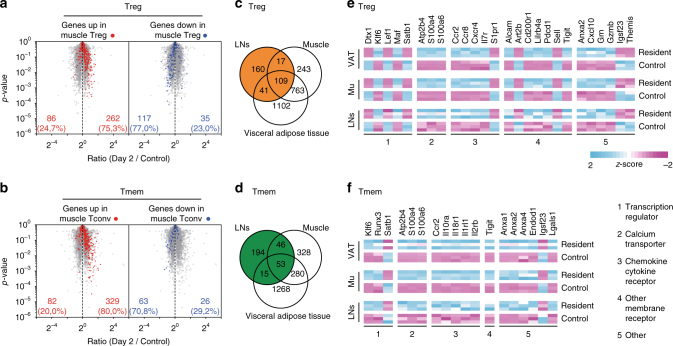
Gene expression profiling of LN-resident CD4 Treg and Tmem cells. **a** “Volcano plot” representation (Log_2_ (ratio) versus Log_10_ (*t* test *p* value)) between day 2 and control LN CD4 Treg cells from C57BL/6 Foxp3-GFP mice. Among the 500 genes the most differentially expressed between muscle and control CD4 Treg cells with a *P* value of <0.05, upregulated and downregulated genes are highlighted in red and blue respectively. Data sets were filtered to common probes between the two arrays. **b** Same as in **a** for CD4 Tmem cells. **c** Comparison of the sets of genes differentially expressed between day 2 LN, Muscle and VAT CD4 Tregs cells and their respective control cells. Data sets were filtered to common probes between the three arrays. **d** Same as in **c** for CD4 Tmem cells. **e** Expression pattern of chosen genes differentially expressed (±1.5 fold change, with a *p* value of <0.05) between day 2 LN, Muscle and VAT CD4 Tregs cells and their respective control cells. **f** Same as in **e** for CD4 Tmem cells

Out of 327 genes, 109 were differentially expressed between day 2 and control LN CD4 Treg cells, and 53 out of 308 genes for CD4 Tmem cells (for this comparison, data sets were filtered to common probes and a fold change cut-off of ≥1.5 was used) were also part of the transcriptomic profiles of muscle and VAT CD4 Treg and CD4 Tmem cells respectively (Fig. 6c, d). Thus, 33% and 17% of differentially expressed genes in day 2 LN CD4 Treg and Tmem cells respectively, were also part of the transcriptional profile of their muscle and VAT cell-counterparts. Overall, those transcripts distinguished resident CD4 T cells from their circulating cell-counterparts, and thus represented the core transcriptional signature of resident CD4 Treg and Tmem cells, whatever the tissue (lymphoid or non-lymphoid) they originated from. Among these common genes, several chemokine and cytokine receptor genes were found, including *S1pr1*, *Ccr2*, and *Ccr8* for CD4 Treg cells and *Ccr2*, *Il10ra*, *Il18r1*, and *Il2rb* for CD4 Tmem cells (Fig. 6e, f).

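The receptors named here read chemokines and cytokines that direct T cells into tissues or sustain effector cells. In day 2 CD4 Treg cells, transcripts of the inflammatory chemokine receptors Ccr2 and Ccr8 were higher on average, and in day 2 CD4 Tmem cells those of Il18r1 and Il2rb, subunits of the interleukin-18 and interleukin-2 receptors, rose. All of them met the fold change of 1.5 and the unadjusted p of 0.05 of the study, with the p from limma.
In Treg cells, Ccr2 had a log2 value of 8.99 ± 0.41 (SD, n = 3 arrays) at day 2 and 7.83 ± 0.17 (SD, n = 3) in control cells, a log2 fold change of 1.16 (SE 0.32, adjusted p = 0.253 from limma). Ccr8 was at 8.19 ± 0.51 and 6.68 ± 0.60 (SD, n = 3 arrays each), a log2 fold change of 1.51 (SE 0.46, adjusted p = 0.319 from limma). In Tmem cells, Il18r1 was at 10.3 ± 0.31 and 9.34 ± 0.09 (SD, n = 3 arrays each), and rose by 0.91 (SE 0.17, adjusted p = 0.0486 from limma). Il2rb was at 10.4 ± 0.11 and 9.47 ± 0.26 (SD, n = 3 arrays each), and rose by 0.89 (SE 0.15, adjusted p = 0.0295 from limma). Ccr2, at 8.85 ± 0.33 and 7.19 ± 0.76 (SD, n = 3 arrays each), had a log2 fold change of 1.66 (SE 0.32, adjusted p = 0.0594 from limma). Il10ra, which encodes the ligand-binding chain of the interleukin-10 receptor, had a log2 fold change of 0.67 (SE 0.24, adjusted p = 0.358 from limma). The call of Il18r1 was lost without each of 10 of the 12 arrays, those other than day 2 Tmem array 1 and day 2 Treg array 2, at adjusted p up to 0.162. That of Il2rb was lost without control Tmem array 2 or 3, day 2 Tmem array 1, 2 or 3, or control Treg array 3, at adjusted p up to 0.104.
Of the genes drawn in Fig. 6e, 24 were measured. All 24 moved in the direction drawn and met the thresholds of the study, and 8 passed an adjusted p under 0.05, 4 higher and 4 lower. Of the genes in Fig. 6f, 17 were measured, all moved in the direction drawn, 16 met the thresholds of the study and 6 passed, all higher. All 24 and all 17 passed when adjusted over the list alone, which is not independent evidence, since the study chose these genes on the same arrays. The cells from muscle and VAT were not analysed here, so that the values cover the LN side of the comparison. From the genes that day 2 LN cells share with CD4 T cells of muscle and VAT, the paper concludes that these transcripts represent a core signature of resident CD4 Treg and Tmem cells in lymphoid and non-lymphoid tissues.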

### S1PR1 downregulation accounts for T cell residence in SLOs

One of the transcripts with a difference in expression between day 2 LN CD4 Treg cells and their cell-counterparts from untreated mice, encodes the receptor S1PR1, which controls the entry of T cells into the lymphatics and thus their exit from SLOs^30^. We therefore decided to analyze its involvement in CD4 T cell retention in SLOs. It should be noted that S1PR1 expression was also found to be downregulated in day 2 LN CD4 Tmem cells when compared to control CD4 Tmem cells (day2/control = 0.80, *p* = 0.006 in the transcriptome analysis shown in Fig. 6) although to a lesser extent than observed for CD4 Treg cells (day2/control = 0.49, *p* = 0.0001).

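S1PR1 senses the lipid sphingosine 1-phosphate, which is high in lymph, and cells that carry less of the receptor respond less to this exit signal. Its transcript fell in day 2 CD4 Treg cells and was lower on average, without passing the test, in day 2 CD4 Tmem cells.
In Treg cells, S1pr1 had a log2 value of 8.95 ± 0.11 (SD, n = 3 arrays) at day 2 and 9.97 ± 0.07 (SD, n = 3) in control cells. This is a log2 fold change of −1.02 (SE 0.11, adjusted p = 0.0113 from limma), a ratio of 0.493, and the smallest p of all genes in this comparison. In Tmem cells the values were 9.15 ± 0.11 and 9.48 ± 0.03 (SD, n = 3 arrays each), a log2 fold change of −0.32 (SE 0.11, adjusted p = 0.343 from limma) and a ratio of 0.799. The unadjusted p values from limma were 7.14e-07 and 0.0118. Each day 2 array lay below each control array in both cell types, for which an exact two-sided permutation test gives p = 0.1, the smallest that 3 arrays against 3 allow. The effect in Treg cells exceeded that in Tmem cells by −0.69 (SE 0.16), with an unadjusted p of 0.000733, but this difference did not pass when adjusted over all genes (adjusted p = 0.272 from limma).
The call in Treg cells was lost without control Treg array 1, 2 or 3 (adjusted p = 0.0609, 0.0506 and 0.068), where the log2 fold change stayed between −1.04 and −0.98. With the same log2 fold change of −1.02, it was also lost in a fit on the 6 Treg arrays (adjusted p = 0.0613), with a replicate block within these (adjusted p = 0.232) and by a test of each gene on its own variance (adjusted p = 0.369 with equal and 0.701 with unequal variances).

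**Figure D2:**
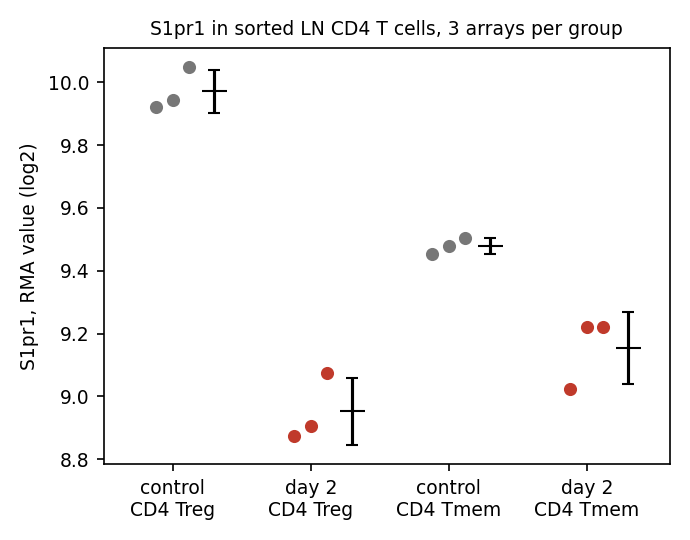
Log2 value of S1pr1 on each of the 12 arrays, by group, with the mean and SD of the 3 arrays of a group. Means are 9.97 and 8.95 for control and day 2 CD4 Treg cells, and 9.48 and 9.15 for control and day 2 CD4 Tmem cells.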

In our hands, detection of S1PR1 surface expression required a two-step staining that could not be used with cells from VLA-4 and LFA-1 mAb-treated mice, as both S1PR1 and LFA-1 mAbs are rat IgG_2A_ mAbs. We therefore returned to parabiosis experiments. Based on the expression of S1PR1 and CD69, one can define three subpopulations among CD4 Treg and Tmem cells in SLOs: CD69^−^S1PR1^+^, CD69^−^S1PR1^−^, and CD69^+^S1PR1^−^ cells (Fig. 7a). Enrichment in host cells was clearly observed in CD69^+^ S1PR1^−^ CD4 Treg cells for all SLOs studied, demonstrating a limited exchange of such cells between the two parabionts. The proportion of host cells among CD69^−^S1PR1^−^ cells was also increased, but to a lesser extent, than in CD69^+^S1PR1^−^ cells, whereas full chimerism was almost reached for CD69^−^S1PR1^+^ cells (Fig. 7b). Results were more complex for CD4 Tmem cells as a similar clear enrichment in host cells among CD69^+^S1PR1^−^ CD4 Tmem cells was only observed in the spleen and in Peyer’s patches (Fig. 7b).

**Fig. 7:**
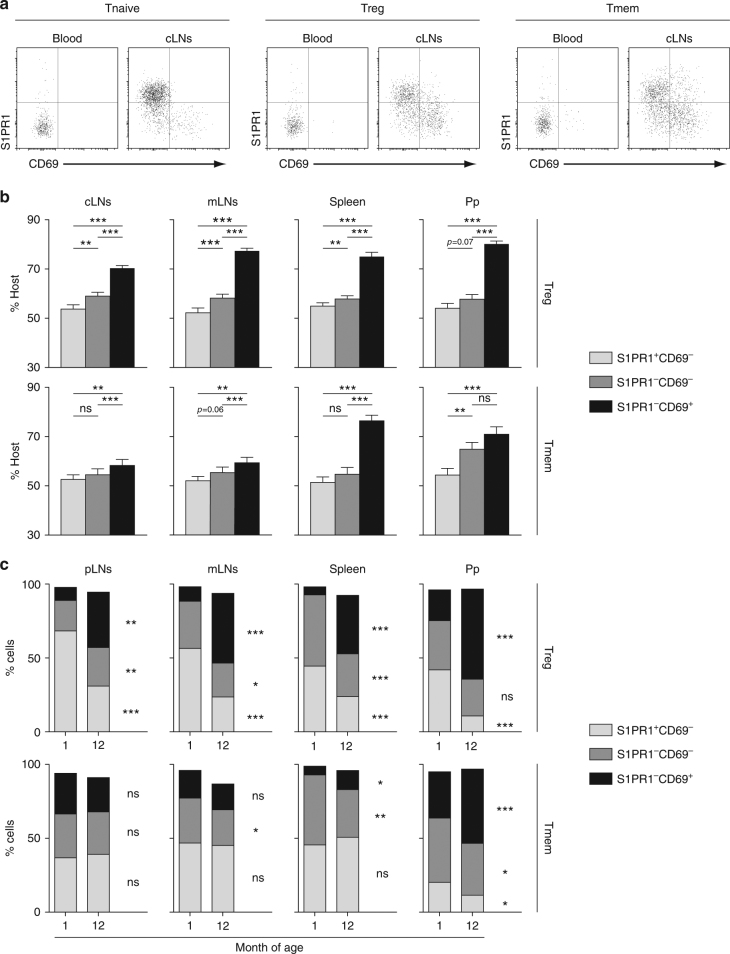
S1PR1 downregulation account for T cell residence in SLOs. **a**, **b** Four weeks after parabiosis surgery, blood, cervical LNs (cLNs), mesenteric LNs (mLNs), spleen, and Peyer’s patches (Pp) were recovered and analyzed. **a** S1PR1/CD69 representative dot-plots are shown for blood and cLN CD4 Treg, Tmem, and Tnaive cells from a representative parabiont. **b** Proportions of host cells (CD45.1^+^ for the CD45.1 parabiont and CD45.2^+^ for the CD45.2 parabiont) among the indicated CD4 Treg (upper panel) and Tmem (lower panel) cell-subsets recovered from cLNs, mLNs, spleen, and Peyer’s patches (Pp) are shown as means ± SEM with paired *t*-test for six parabiotic pairs from three independent experiments. **c** pLNs, mLNs, spleen, and Peyer’s patches (Pp) of 1- and 12-month-old mice were recovered and analyzed. Proportion of the indicated CD4 Treg (upper panel) and CD4 Tmem (lower panel) cell-subpopulations are shown as means with unpaired *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001. ns not significant

As described above, the proportion of resident CD4 Treg and Tmem cells within SLOs increased with age (Fig. 3). In accordance with the preferential retention of CD69^+^S1PR1^−^ CD4 Treg cells, we found that CD4 Treg cells from old mice contained far more CD69^+^S1PR1^−^ cells than CD4 Treg cells from young mice (Fig. 7c). A significant increase with age of the proportion of CD69^+^S1PR1^−^ cells among CD4 Tmem cells was also found in the spleen and Peyer’s patches (Fig. 7c). Altogether, these results suggest that S1PR1 downregulation is the main mechanism involved in Treg cell residence within SLOs. Other mechanisms may be involved in the retention of CD4 Tmem cells especially in LNs.

## Discussion

Whereas naive T cells recirculate continuously between SLOs through lymph and blood, it has become clear that a subset of CD8 Tmem cells, named resident memory T cells, do not recirculate through the body, but remain trapped in non-lymphoid tissues in which they provide protection against local secondary infections^1^. These resident memory T cells derived from precursors that entered tissues during the effector phase of immune responses and remained positioned within this compartment. More recently, resident CD4 Tmem cells have been identified in non-lymphoid tissues in which they are also implicated in immune protection against a variety of tissue-tropic pathogens^3^. Finally, resident CD4 Treg cells were found to colonize multiple non-lymphoid tissues, including the gut, skin, lung, VAT, and muscle in which they control inflammatory cells in the vicinity, preventing the organism from incommensurate sterile inflammatory responses^31^. In this paper, our data demonstrate the existence of CD4 Treg and Tmem cells residing in the SLOs of SPF mice. Indeed, parabiosis experiments clearly demonstrated that full chimerism in SLOs between the two parabionts was still not obtained for CD4 Treg and Tmem cells 2 months after surgery (Fig. 1 and Supplementary Fig. 1). Secondly, CD4 Treg and Tmem cells remained trapped in the LNs and Peyer’s patches for several days after blocking the entry of blood T cells into SLOs (Fig. 2). Finally, these “SLO-resident T cells” share a core transcriptional signature with their cell-counterparts from non-lymphoid tissues (Fig. 6). Altogether, our results show that T cell long-term residency is not a particular feature of non-lymphoid tissues, as it also applies to SLOs. Interestingly, although well documented in numerous non-lymphoid tissues, resident CD8 Tmem cells were absent from the spleen and LNs of SPF mice.

In non-lymphoid tissues, the generation of resident T cells occurs predominantly after primary infections^8^. Indeed, resident memory CD8 T cells in non-lymphoid tissues are enriched in cells specific for a given pathogen, several months after primary infection. Similarly, pathogen-specific T cells have also been described in SLOs^11–13^. We thus first supposed that microbiota-derived antigens may play a crucial role in the generation of resident T cells within the SLOs of SPF mice. Antibiotic treatments and the study of germ-free mice revealed that, with the exception of Peyer’s patches, microbiota does not play a major role in establishing and maintaining T cell residency within the SLOs of SPF mice. Thus, in LNs, either T cell residency is not relying on T cell specificity or it involves recognition of self-derived peptides. The phenotype of LN-resident CD4 Treg and Tmem cells with respect to markers whose expression correlates positively (CD5, Nur77) or negatively (Ly-6C) with the ability of a T cell to interact with self antigens, would support the second hypothesis. The existence of self antigen-specific resident CD4 Treg cells within the LNs of SPF and germ-free mice makes sense, since such cells would protect the drained organs from efficient priming of conventional self-reactive T cells, thus preventing autoimmunity. This model corroborates with the results showing the prominent role of CD4 Treg cells from a given draining LN in the prevention of autoimmune diseases, targeting the related organs such as oophoritis, prostatitis and dacryoadenitis^32–34^. Our results also agree with data showing an antigen- and dendritic cell-dependent accumulation of prostate-specific CD4 Treg cells in prostate-draining LNs, an accumulation that can be abrogated upon castration^35,36^.

The existence of self antigen-specific resident CD4 Tmem cells in the SLOs of SPF mice is somehow more puzzling. Indeed, in response to infections, naive T cells are primed in SLOs in which they differentiate into effector cells. During this step, they are induced to express chemokine receptors. Then, they migrate to the infected tissues in response to chemokine gradients to fight the pathogens. Finally, once the pathogen is cleared, some of these cells remain in the tissue as tissue resident CD4 Tmem cells and would represent a first line of defense preventing re-infection. In the SLOs of SPF mice, we hypothesize that resident CD4 Tmem cells are generated in response to microbiota and self antigens. In these conditions, the nature of either APC or of the cytokines in their environment may cause differences in their differentiation, particularly in terms of chemokine receptors and that could participate to their trapping in SLOs. In fact, self antigen-specific effector CD4 Tmem cells represent a potential danger for organs. Trapping them in SLOs may prevent them reaching the drained organs, and initiating autoimmunity. CD4 Tmem cell-residence within SLOs may thus correspond to an active tolerance mechanism which prevents the migration of potentially harmful T cells into non-lymphoid tissues. Co-clustering of self antigen-specific CD4 Treg and CD4 Tmem cells has been recently described in LNs by Liu et al.^37^ and these cells may correspond to the subsets of SLO resident CD4 Treg and Tmem cells we are describing in this paper.

The membrane receptor S1PR1, by allowing T cells to respond to the sphingolipid S1P present within efferent lymph, is the central mediator of lymphocyte egress from SLOs^30,38,39^. Inhibiting S1P responsiveness, through either downregulation of *S1pr1* transcription or CD69-dependent internalization and degradation of membrane S1PR1, appears also to be required for establishing and maintaining T cell residence within non-lymphoid tissues^8,40,41^. Our parabiosis experiments show that among CD4 Treg cells, CD69^+^S1PR1^−^ cells are strongly enriched in resident cells in all SLOs (Fig. 7). This is not the case for CD69^−^S1PR1^−^ cells, perhaps because these cells correspond mostly to cells that have just entered SLOs from the blood. Similar results were found for CD4 Tmem cells in the spleen and Peyer’s patches of parabionts, but enrichment was quite moderate in LN CD69^+^S1PR1^−^ CD4 Tmem cells. Thus, for CD4 Treg cells in all SLOs studied, as well as for CD4 Tmem cells from the spleen and Peyer’s patches, disrupting the ability of T cells to respond to S1P gradients may be the main mechanism of T cell retention. Other mechanisms may participate in CD4 Tmem cell retention within LNs. Recently, Zhang et al. and Audemard-Verger et al. suggested that a subset of innate-like αβ and γδT cells, defined as CCR6^+^ CD127^hi^ cells, are trapped within pLNS for long periods of time, and that this retention involves CCR6-dependent migration of these cells to the subcapsular sinus of the LNs and CD169, a sialic acid-binding lectin expressed by subcapsular macrophages^16,42^. Day 2 CD4 Tmem cells from pLNs almost all express low surface levels of CD127 (Fig. 4). Thus, retention of innate-like TCRαβ^+^ T cells and of conventional CD4 Tmem cells within pLNs certainly relies on different mechanisms.

A constant proportion of Treg cells among CD4 T cells in the blood have been documented in mice and a marginal increase, if any, has been reported in humans whereas the frequency of CD4 Treg cells increases considerably in SLOs (Fig. 3a,^43–46^). Here, we show that the proportion of resident T cells within the CD4 Treg- and Tmem-cell compartments in LNs increases considerably with age (Fig. 3). This observation may help to explain why blood-cell composition in mice poorly reflects the increases with age of the frequencies of CD4 Treg and Tmem cells observed in SLOs. Moreover, an increase with age of resident CD4 Treg cells in SLOs may play an important role in the lower vaccine-induced immune responses and the reactivation of chronic infectious diseases observed in the elderly^43,47^.

## Methods

### Mice

Six to twelve-week-old mice were used for experiments unless otherwise indicated. C57BL/6 Foxp3-GFP CD45.1 or CD45.2 mice^22,48^ were maintained in our own animal facilities, under SPF conditions. C57BL/6 germ-free (GF) mice and the related control C57BL/6 SPF mice were obtained from CDTA Orléans (TAAM CNRS UPS44). All procedures were approved by the French animal experimentation and ethics committees of Paris Descartes and Pierre and Marie Curie universities and validated by “Service Protection et Santé Animales, Environnement” with the numbers C-75-562 and A-75-1315. Sample sizes were chosen to assure reproducibility of the experiments in accordance with the replacement, reduction and refinement principles of animal ethics regulation.

### Parabiosis

Female host parabionts were generated with 8–12-week-old C57BL/6 Foxp3-GFP CD45.1 mice and C57BL/6 Foxp3-GFP CD45.2 mice. The percentage of host cells in a given T cell subset corresponds to the percentage of CD45.1^+^ cells for the CD45.1 parabiont and the percentage of CD45.2^+^ cells for the CD45.2 parabiont.

### Blocking T cell entry into LNs and Pp

C57BL/6 Foxp3-GFP mice were injected or not i.p. with 200 μg of anti-LFA-1 (clone M17/4) and anti-VLA-4 (clone PS/2) Abs (BioXcell) to block T cell entry into LNs and Peyer’s patches as previously described^22^.

### Antibiotic treatment

For ablation of commensal microbiota, an antibiotic cocktail of 1 g/l each of Ampicillin (sodium salt, Teva), Neomycin sulfate (Sigma), Metronidazole (Sanofi), and 0.5 g/l Vancomycin hydrochloride (Fisher) was used^49^. Antibiotics were added to the drinking water on a weekly basis for 4 weeks.

### Cell surface staining and flow cytometry

SLOs were homogenized and passed through a nylon cell strainer (BD Falcon) in 5% FCS, 0.1% NaN_3_ (Sigma-Aldrich) in phosphate saline buffer saline (PBS). Cell suspensions were then dispensed into 96-well round-bottom microtiter plates. Surface staining was performed as previously described^50,51^. For determination of intracellular cytokine production, cells were stimulated with 0.5 μg/ml PMA, 0.5 μg/ml ionomycin, and 10 μg/ml brefeldin A (all from Sigma-Aldrich) for 2 h at 37 °C. Cells were then stained for surface markers, fixed in 2% paraformaldehyde in PBS, and permeabilized with 0.5% saponin, followed by labeling with specific cytokine Abs. This fixation and permeabilization protocol was also used to determine intra+extracellular expression of CCR7. The Foxp3 Staining Buffer Set (eBioscience) was used for Foxp3, Nur77, CTLA-4, and Ki-67 intracellular staining. S1PR1 was detected with a rat monoclonal antibody (clone 713412, R&D Systems). Briefly, cells were first incubated for 90 min with the anti-S1PR1 rat mAb (50 μg/ml) in PBS containing 0.5% FCS, 1 mM EDTA, 0.05% azide, and 2% normal mouse serum. After washing, the cells were then incubated with donkey biotinylated anti-rat IgG polyclonal Abs (Jackson ImmunoReaserch) for 30 min in the above medium followed by streptavidin-APC (BioLegend). Multi-color immunofluorescence was analyzed using a BD-LSR2 or a BD-Fortessa cytometer (BD Biosciences). Data acquisition and cell sorting were performed at the Cochin Immunobiology facility.

### Microarray

CD4 T cells from LNs (pooled peripheral and mesenteric LNs) of C57BL/6 Foxp3-GFP mice were enriched as previously described^22^. Then, CD4 Treg and Tmem cells were flow-cytometry sorted as defined in the gating strategy shown in Fig. 1b using a FACS-ARIA3 flow cytometer. Total RNA was extracted using the RNeasy Mini kit (Cat. No./ID: 74104, QIAGEN). RNA quality was validated with Bioanalyzer 2100 (using Agilent RNA6000 nano chip kit). Experimental and analytical parts of the microarray analysis were performed according to the MIAME standards. Amplified, fragmented and biotinylated sense-strand DNA targets were synthesized from 100 ng total RNA according to the manufacturer’s protocol (Genechip Whole transcript (WT) Sense Target labeling assay kit (Affymetrix)) and hybridized to a mouse gene 1.0 ST array (Affymetrix). The stained chips were read and analyzed with a GeneChip Scanner 3000 7G and Expression Console software (Affymetrix). Raw data (.cel files) were then processed and normalized using the quantile normalization method in RMA with R package (Bioconductor). Statistical analysis was then performed with MEV software (TIGR). Microarrays were performed at the Cochin Genom’ic facility.

### Calculations

For Fig. 3c, d, calculations were done as follows: for one given experiment, % circulating Treg cells among CD4 T cells = 100×(absolute number of CD4 Treg cells in control mice−absolute number of day 2 CD4 Treg cells)/(absolute number of total CD4 T cells in control mice−absolute number of day 2 CD4 Treg and Tmem cells); % circulating Tmem cells among CD4 T cells = 100×(absolute number of CD4 Tmem cells in control mice−absolute number of day 2 CD4 Tmem cells)/(absolute number of total CD4 T cells in control mice−absolute number of day 2 CD4 Treg and Tmem cells); % circulating naive cells among CD4 T cells = 100−% circulating Treg and Tmem cells.

### Statistics

Data are expressed as mean ± SEM, and the significance of differences between two series of results was assessed using the Student’s unpaired or paired *t* test. Values of *p* < 0.05 were considered as statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001).

### Data availability

The original data discussed in this publication have been deposited in the Gene Expression Omnibus at http://www.ncbi.nlm.nih.gov/geo/ (accession number GSE104011). The authors declare that the data supporting the findings of this study are available within the article and its supplementary information files, or are available upon reasonable requests to the authors.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

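The transcriptome of CD4 Treg and CD4 Tmem cells was measured on 12 Affymetrix mouse gene ST arrays, 3 each for control and day 2 cells of both types. Cells came from the pooled peripheral and mesenteric LNs of C57BL/6 Foxp3-GFP mice, either unmanipulated or injected with 200 µg of anti-LFA-1 and anti-VLA-4 mAbs 48 h earlier. The arrays of muscle and VAT cells to which the paper compares its own, and its flow cytometry, were not used here.

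The authors deposited 1 log2 value per gene and array. By the paper's methods they read the arrays with Expression Console, processed them with RMA in R, which includes background correction, quantile normalization over arrays and summary of the probes of a gene, and tested genes in MEV. The labels of the arrays name RMA and Partek, and neither source gives a version. The log2 values were not centred per gene, and no gene had been left out for low values. Each feature stands for an Entrez gene, so the version of the gene definitions behind the probe sets is not stated.

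Of the 23748 features, 23111 were paired with a gene symbol by the platform's gene table and 637 with none. No feature had several symbols and no symbol had several features. Of the symbols, 23075 were found in a table of mouse genes. No genome positions are given, since the files name no genome build. All 23111 genes were tested. The lowest value was 1.71 and the highest 13.2, and 12 arrays in groups of 3 limit the precision.

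Values were analysed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. A model with a mean for each of the 4 groups was fitted to all 12 arrays, with 8 residual degrees of freedom and 4.16 prior degrees of freedom from eBayes. Day 2 was compared with control in Treg cells and in Tmem cells, and the difference between both effects was tested in the same fit. P values are two-sided and adjusted by Benjamini-Hochberg over all genes, with a threshold of 0.05, and genes at a fold change of 1.5 and an unadjusted p of 0.05, the thresholds of the study, were counted as well, with the p from limma unless another test is named. For S1pr1 an exact permutation test of 3 arrays against 3 was added. The model was tested on simulated data with known changes in 200 genes above the median level, where 9 unchanged genes were called in each comparison.

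For the text, genes were named by a rule. It took, for each cell type, the 12 genes with the largest rise and the 12 with the largest fall among those past the threshold whose day 2 arrays all lay beyond all control arrays, without predicted genes, small RNAs, olfactory and vomeronasal receptors and antigen receptor segments, which were counted. Where fewer than 12 passed, genes at the thresholds of the study filled the number. It also took the genes the paper names or draws in Fig. 6, and up to 4 members of each list, with any member that moved against its list. Genes of proteins that the paper's results text names for day 2 cells by flow cytometry were taken too. Of the genes past the threshold, 1 in Treg and 10 in Tmem cells belong to these classes. The genes Snord35b, Mir1900, Igha, Igkc, Igkv1-110 and Adgre5 and the markers Cd79a, Cd79b, Bank1, Mzb1, Sdc1, Derl3, Fcer1g and Tyrobp fall outside the rule and are named all the same, chosen after their values were seen.

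The 28 gene lists hold naive and central memory genes, tissue-resident genes (higher and lower in resident cells), Treg suppressive and effector genes, Treg identity genes, Th1, Th2, Th17 and Tfh genes, TCR-response genes, chemokine receptor genes, integrin genes, annexin, S100 and galectin genes, interferon-response genes, NF-kB and TNF receptor genes, cell cycle genes, glycolysis genes, cholesterol synthesis genes, handling stress and immediate early genes, and ribosomal protein genes. The ribosomal protein genes were taken by symbol, Rpl or Rps followed by a digit, with none left out. They therefore include the pseudogene Rps19-ps3, and this pattern also takes symbols of S6 kinases, which begin with Rps6k. The 8 lists of other cell types hold markers of B cells, plasma cells, myeloid cells, dendritic cells with MHC class II, CD8 T cells with NK cells, gamma delta T cells, stromal and endothelial cells, and erythroid cells with platelets. Each list was tested with camera at a preset correlation of 0.01 between genes, adjusted over the 28 lists of a comparison, and again with a correlation estimated from the arrays. fry tested whether the genes of a list move 1 way, without reference to other genes.

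The alternatives were cyclic loess and a further quantile normalization of the log2 values, centring of each array on its median, genes above the median level alone, eBayes with trend and robust settings, array weights, a fit on the 6 arrays of a cell type, the replicate number as a block, a test of each gene on its own variance with equal variances or with unequal variances, fold changes from linear means, each feature on its own, and each array left out in turn.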

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

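The tests of RNA from B cells, plasma cells and myeloid cells and of free RNA, the count of arrays that separate the injected antibodies from their effect, and the comparison of cell cycle genes between control cells were chosen only after the results were seen.

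Immunoglobulin transcripts stood out because their day 2 effect differed between the cell types in the test of the difference itself, with Treg minus Tmem values of −5.08 for Igha, −5.45 for Igkc and −3.85 for Igkv1-110 (adjusted p = 0.0127 each from limma), and because the plasma cell markers, a signal the paper does not discuss, rose in day 2 Tmem cells with a median of 0.30. Free RNA of the LNs is argued against if Treg and Tmem cells were sorted from the same LN cells, since it would then reach both. Neither the paper nor the labels state that the arrays of both cell types share mice. The 4 segments, chosen because they passed in Tmem cells, had a median difference of −4.47 (largest SE 0.653). Their changes in Treg cells ran from −0.13 for Igkj1 to 0.40 for Igha. Igha was at 4.26 in day 2 Treg and 9.82 in day 2 Tmem cells. RNA of B cells cannot be told apart from a change in the Tmem cells. Of the 15 B cell markers (upper quartile 0.0879), 10 lie below the median gene. Ighm has a level that would hide a small share (9.41 at day 2 and 9.81 in control cells). Of the other 4, Cd79a and Cd79b were 0.78 and 1.11 higher without passing, and Cd22 and Bank1 were at −0.32 and −0.00258. At day 2, Cd79a and Cd79b were at 5.18 and 6.10 in Tmem cells. This is no higher than in control Treg cells (5.23 and 6.34), where Igha was at 3.86. Their rise therefore does not by itself point to B cells as the source of the segments. RNA of a few plasma cells cannot be told apart either, since their list rose with an upper quartile of 0.621 and log2 values of 5.14 at day 2 against 3.06 in control cells for Jchain and 7.87 against 7.09 for Xbp1, which T cells express too, while the low values of Mzb1 (4.57 against 4.47), Sdc1 (4.04 against 4.02), Tnfrsf17 (3.68 against 3.67) and Derl3 (4.41 against 4.20) barely moved. The sorts took CD4+ TCRβ+ cells, which would remove B cells and plasma cells, and no biological explanation was tested.

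Interferon-response genes, which the paper does not discuss, rose at day 2 with a median of 0.36 in Treg cells, where the call is lost with an estimated correlation (adjusted p = 0.0804), and 0.60 in Tmem cells, and the list also differed between the cell types (Treg minus Tmem −0.19, adjusted p = 0.00023; adjusted p = 0.286 with an estimated correlation), a difference that was lost under cyclic loess (0.086) and a further quantile normalization (0.0753). A single array is argued against as the source of the rise, since the highest adjusted p over the 12 fits without 1 array and both cell types was 2.58e-05 with the preset correlation. RNA of myeloid cells is not excluded. Myeloid markers as a set did not rise as much as the interferon list. The higher of their upper quartiles was 0.204, below that list's median in both cell types. But 14 of 19 markers were above 0 in Treg cells and 6 in Tmem cells. Markers at low levels, which may hide a small share, were not set apart. Of markers chosen after their values were seen, Cd68 and Tyrobp, above the median gene, were at −0.54 and −0.64 in Treg cells. In Tmem cells they were at −0.65 and −0.10. Fcer1g was 0.39 and 0.92 higher without passing. The sorts would remove myeloid cells as well. The rise may come from the injected antibodies rather than from the loss of recirculating cells, which cannot be told apart, since 0 arrays hold cells that met the antibodies without that loss.

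Cell cycle genes stood out because their shift differed between the cell types (Treg minus Tmem −0.38, adjusted p = 5.40e-07; adjusted p = 0.0358 with an estimated correlation), with a rise in Tmem cells alone. A single array is argued against with the preset correlation, where the highest adjusted p of the difference over the 12 fits without 1 array was 7.59e-05. These fits were not repeated with an estimated correlation. That these transcripts were already higher in control Treg cells, leaving less room to rise, stays open: their median was −0.103, control Treg minus control Tmem, with 21 of 35 genes lower, but this shift passed with a preset correlation (adjusted p = 0.0153) and not with an estimated one (0.147). A biological explanation in which resident Tmem cells divide more than recirculating ones was not tested here. The paper's Ki-67 staining, a protein measure, shows another pattern. It has more cycling cells among day 2 Treg cells of both LN types and, in mesenteric LNs alone, a weak increase among Tmem cells.

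Further single genes differed between the cell types in the test of the difference. Anxa1, which rose in Tmem cells, had a Treg minus Tmem value of −1.92 (adjusted p = 0.0369), and the histone gene H2bc12 had −2.37 (adjusted p = 0.0127). Of small RNA genes, Mir1900 had 1.42 (adjusted p = 0.0462) and Snord35b −2.60 (adjusted p = 0.0369), which fell in Treg cells by 2.18. Of these 7 genes, none passed the difference in all 12 fits without 1 array, Anxa1 and Mir1900 passing in 2, Snord35b in 3, H2bc12 in 5, Igha and Igkc in 6 and Igkv1-110 in 7. In place of 7, 0 genes passed without control Treg array 1, day 2 Treg array 2 or 3, or day 2 Tmem array 3, 1 without control Treg array 3, 2 without control Tmem array 3 or day 2 Tmem array 2, and 3 without control Treg array 2. In 7 of 100 draws of splits as many genes passed, the real one included, with 161 as the highest other. The 6 other draws keep the Tmem groups whole or exchange them, and so carry the Tmem effect (that with 161 adds both effects), while the 89 draws that break the Tmem groups gave 1 gene at most. These draws therefore do not decide whether chance gives such a count.

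Further lists differed as well, all with a day 2 effect that was lower in Treg than in Tmem cells. The annexin, S100 and galectin genes had a difference of −0.41 (adjusted p = 5.40e-07; adjusted p = 0.252 with an estimated correlation). The genes lower in tissue-resident cells had −0.31 (adjusted p = 4.09e-05; adjusted p = 0.0291 with an estimated correlation). The cholesterol synthesis genes had −0.33 (adjusted p = 0.00197; adjusted p = 0.202 with an estimated correlation; 0.107 over genes above the median level). The naive and central memory genes had −0.17 (adjusted p = 0.00694; adjusted p = 0.252 with an estimated correlation), which was lost without control Treg array 1 (0.137), under cyclic loess (0.614), a further quantile normalization (0.553) and over genes above the median level (0.38). In 24 of 100 draws of splits as many as 6 lists passed, the real one included, with 17 as the highest other. Of these, 11 keep the Tmem groups whole or exchange them, that with 17 among them, and so carry the Tmem effect, but 9 of the 82 draws that break the groups of both cell types gave as many too, with 10 as the highest, so that chance is not excluded.

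Lists outside those the paper discusses also shifted against control cells. In Treg cells, cholesterol synthesis genes fell with a median of −0.24 (adjusted p = 0.00132; adjusted p = 0.0804 with an estimated correlation). Handling stress and immediate early genes had −0.18 in Treg cells (adjusted p = 0.0458; adjusted p = 0.301 with an estimated correlation), which was lost in 9 of the 12 fits without 1 array, at up to 0.186 without control Treg array 1, and under cyclic loess (0.28), a further quantile normalization (0.228) and median centring (0.0922). Ribosomal protein genes had −0.078 in Treg cells (adjusted p = 0.0405; adjusted p = 0.146 with an estimated correlation), lost without control Treg array 1 or 3 or day 2 Treg array 1, 2 or 3, at up to 0.12, and under cyclic loess (0.182), a further quantile normalization (0.188), median centring (0.106) and over genes above the median level (0.25). In Tmem cells the ribosomal protein genes had −0.16 (adjusted p = 0.00491; adjusted p = 0.0568 with an estimated correlation), lost without day 2 Tmem array 2 (0.132). This list was taken by symbol and is not limited to genes of ribosomal proteins, since it holds the pseudogene Rps19-ps3.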

How the results depend on the processing

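All alternatives were planned, and none was added after seeing the data. A count was taken as left as it was within 1.5 times of its value, and a correlation within its jackknife standard error (0.058). A test was taken so when it passed or failed as before, so that tests that never pass are part of these totals. Over the comparisons, 194 of 254 alternatives left the result as it was, 7 ended its call, 53 moved a count or correlation and 0 reversed it. Over single lists the numbers were 1752 of 1870 as before, 88 lost and 30 gained, and over named genes 5258 of 5752 as before, 458 lost and 36 gained, with 0 reversed. The calls themselves were less stable. Of the genes that passed, 0 of 27 in Treg and 29 of 79 in Tmem cells did so in all 12 fits without 1 array. Unless a cause is given, the cause was not tested.

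The count of genes in Treg cells, 27 at an adjusted p under 0.05, was 48 with array weights. In a fit on the 6 arrays of the cell type, which leaves 4 residual degrees of freedom, it was 6, that of Tmem cells 24 in place of 79, the genes shared by both cell types 1 in place of 7, and S1pr1 in Treg cells stayed at −1.02 with an adjusted p of 0.0613. With array weights the shared genes were 11. A test of each gene on its own variance, by its construction with fewer degrees of freedom, gave 0 genes in Treg and 1 in Tmem cells with equal variances, and again 0 and 1 with unequal variances. S1pr1 in Treg cells stayed at −1.02 with adjusted p of 0.369 and 0.701. At the thresholds of the study, the counts were 410 (183 higher, 227 lower) and 333 (149 higher, 184 lower) in Treg cells in place of 667, and 415 (278 higher, 137 lower) and 336 (225 higher, 111 lower) in Tmem cells in place of 749.

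Over genes above the median level, 3 genes in place of 7 differed between the cell types, and the correlation across genes was 0.211 in place of 0.123. It was 0.219 over genes with an unadjusted p of at most 0.05 in either comparison. Of the 29 list shifts in both cell types, 14 passed with an estimated correlation, 12 higher and 2 lower.

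Leaving out 1 array gave 0 to 43 genes in Treg cells and 43 to 91 in Tmem cells, 0 to 10 genes that differ between the cell types, 0 to 13 shared genes, 23 to 29 list shifts, and a log2 fold change of S1pr1 in Treg cells of −1.08 to −0.98, at adjusted p up to 0.068. At the thresholds of the study it gave 654 to 838 and 743 to 977 genes.

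With the replicate number as a replicate block over the 12 arrays, 6 genes passed in Treg cells and 3 were shared. With a replicate block within the 6 arrays of a cell type, 0 genes passed in Treg and 14 in Tmem cells, 0 were shared, and S1pr1 in Treg cells stayed at −1.02 with an adjusted p of 0.232. For single genes and lists, the block over the 12 arrays ended 34 calls and added 1, and that within 6 ended 57 and added 2. The arrays share only a number: deviations of the 18 same-numbered pairs correlated at −0.081 to 0.062, those of other pairs at −0.085 to 0.087, and 1 of the 12 arrays correlated best with its own number.

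S1pr1 in Tmem cells passed in no alternative when adjusted, while its unadjusted p, 0.0118 from limma, was 0.0086 and 0.0338 for the gene on its own variance with equal and unequal variances. Its difference between the cell types passed in none that gives one, which the fits within 6 arrays and the tests of a gene on its own variance do not. The mean of all features of a gene symbol gave no value, since each symbol has 1 feature. Low signal was not filtered, so genes near the lowest values have an unknown distance from background.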

Differences from the paper's values

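At the paper's thresholds, a fold change of 1.5 and a p of 0.05, the p taken from limma, 667 genes differed in Treg cells, while the paper's count is 398. The legend of Fig. 6 names a t test and the statistics section Student's unpaired or paired t test, without saying which was used for the arrays. Of the alternatives set before the data were examined, 3 come within 1.5 times of it: genes above the median level alone (565), a test of each gene on its own variance with equal variances, which is Student's unpaired t test (410), and the same with unequal variances (333). The others do not: cyclic loess (634), a further quantile normalization (642), median centring (736), eBayes with trend (662), array weights (680), the replicate block over 12 (667) or within 6 arrays (727), a fit on 6 arrays (692), linear means (672), each feature on its own (689), and each array left out (654 to 838).

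In Tmem cells 749 genes differed, while the paper's count is 381. The test of each gene on its own variance comes within 1.5 times of it with equal (415) and unequal variances (336). The others do not: genes above the median level (596), cyclic loess (737), a further quantile normalization (715), median centring (781), eBayes with trend (748), array weights (731), the replicate block over 12 (764) or within 6 arrays (778), a fit on 6 arrays (721), linear means (768), each feature on its own (775), and each array left out (743 to 977).

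The unadjusted p of S1pr1 in Treg cells was 7.14e-07 from limma, while the paper's is 0.0001. The 24 alternatives with a p of this gene differ as well, the nearest being 0.00016 for the gene on its own variance with equal variances, 0.000263 for the replicate block within 6 arrays, 0.000416 for unequal variances and 2.43e-05 for a fit on 6 arrays. In Tmem cells it was 0.0118, while the paper's is 0.006. Within 1.5 times of the paper's are cyclic loess (0.00688), a further quantile normalization (0.00594), eBayes with trend (0.00705) and the gene on its own variance with equal variances (0.0086). The others are not: unequal variances (0.0338), a fit on 6 arrays (0.0325), median centring (0.0216), genes above the median level (0.0231), array weights (0.0191), the replicate block over 12 (0.0203) or within 6 arrays (0.065), each feature on its own (0.0118), and each array left out (0.0117 to 0.0524). The ratios of 0.493 and 0.799 do not differ from the paper's 0.49 and 0.80.

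The paper states that S1pr1 is also lower in day 2 Tmem cells and to a lesser extent than in Treg cells. The direction is the same here, but neither the change in Tmem cells (adjusted p = 0.343 from limma) nor the difference between the cell types (adjusted p = 0.272) passed when adjusted over all genes. The paper names Ccr2 and Ccr8 in Treg cells and Ccr2 and Il10ra in Tmem cells as differentially expressed, and all have the same sign here and meet its thresholds, without passing when adjusted over all genes. For Ccr2 in Tmem cells, 3 of 21 alternatives passed (median centring, genes above the median level, array weights), with 0.036 as the lowest adjusted p. Satb1, drawn in Fig. 6f, had a ratio of 0.669 in Tmem cells, just short of a fold change of 1.5, with the direction drawn. It reached that fold under cyclic loess, a further quantile normalization, array weights, and without control Tmem array 2 or 3 or day 2 Tmem array 2. Of the other genes drawn in Fig. 6 that did not pass when adjusted, some did under an alternative. Anxa2 in Treg cells passed under cyclic loess, a further quantile normalization, genes above the median level, array weights, and without day 2 Tmem array 1 or day 2 Treg array 2, and Klf6 in Treg cells under the first 2 of these. Themis in Treg cells passed with eBayes trend, array weights and without day 2 Tmem array 1. Lgals1 in Tmem cells passed with median centring, genes above the median level, eBayes trend, array weights and without day 2 Treg array 2, and S100a6 in Tmem cells without day 2 Treg array 2.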

Other observations

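The tests in this part were all planned, and none was chosen after its result was seen. Beyond the changes given beside the claims, lists of helper T cell genes and receptors shifted in both cell types. In day 2 Treg cells, 16 Th17 genes rose with a median of 0.28 (adjusted p = 0.000104; adjusted p = 0.0804 with an estimated correlation), 16 Treg identity genes with 0.25 (adjusted p = 7.97e-05; adjusted p = 0.0804 with an estimated correlation) and 17 chemokine receptor genes with 0.34 (adjusted p = 0.00649; adjusted p = 0.0744 with an estimated correlation). The chemokine receptor shift was lost without day 2 Treg array 3 (0.0556). The 10 Th2 genes had a median of 0.33 (adjusted p = 0.0345; adjusted p = 0.0992 with an estimated correlation), lost without control Treg array 1 (0.0821), control Treg array 3 (0.0605) or day 2 Treg array 1 (0.154). The 15 Th1 genes had 0.24 (adjusted p = 0.0458; adjusted p = 0.0992 with an estimated correlation), lost in 7 of the 12 fits without 1 array, at up to 0.116 without day 2 Treg array 1. The 25 TCR-response genes had 0.19 (adjusted p = 0.0141; adjusted p = 0.146 with an estimated correlation), lost without control Treg array 1 (0.198) or day 2 Treg array 1 (0.147). The Tfh (0.05, adjusted p = 0.315), integrin (0.05, adjusted p = 0.224), NF-kB and TNF receptor (−0.05, adjusted p = 0.503) and glycolysis genes (0.06, with a mean of −0.02, adjusted p = 0.454) did not pass in Treg cells. Integrin genes passed there under cyclic loess (0.0218) and a further quantile normalization (0.0369), and Tfh genes under cyclic loess (0.0257).

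In day 2 Tmem cells, Th17 genes rose with a median of 0.40 (adjusted p = 1.42e-06; adjusted p = 0.0314 with an estimated correlation), with Il23r and Tmem176a, which encodes an ion channel, higher and 4 higher when adjusted over the list alone. Treg suppressive and effector genes rose with 0.29 (adjusted p = 1.32e-06; adjusted p = 0.0303 with an estimated correlation), with Itgae and the cytokine gene Tgfb1 higher and 7 higher when adjusted over the list alone. Treg identity genes had 0.24 (adjusted p = 8.81e-06; adjusted p = 0.0409 with an estimated correlation), TCR-response genes 0.12 (adjusted p = 0.000271; adjusted p = 0.0475 with an estimated correlation), integrin genes 0.15 (adjusted p = 0.000702; adjusted p = 0.0506 with an estimated correlation), and chemokine receptor genes 0.28 (adjusted p = 0.0037; adjusted p = 0.0314 with an estimated correlation). Of the chemokine receptor genes, Ccr10 rose by 1.75 and Gpr183 fell, with 4 higher and 2 lower when adjusted over the list alone. Ccr10 rose in the same arrays as the immunoglobulin transcripts, and which cells carried it was not tested. Tfh genes had 0.16 (adjusted p = 0.0103; adjusted p = 0.0521 with an estimated correlation) and Th1 genes 0.15 (adjusted p = 0.0103; adjusted p = 0.0475 with an estimated correlation). Both were lost without day 2 Tmem array 1 (0.219 and 0.107) and under a further quantile normalization (0.145 and 0.0528), and Tfh genes also under cyclic loess (0.125) and over genes above the median level (0.173). The Th2 (0.10, adjusted p = 0.11), NF-kB and TNF receptor (−0.01, with a mean of 0.04, adjusted p = 0.42), glycolysis (0.03, with a mean of −0.05, adjusted p = 0.738), cholesterol synthesis (0.08, adjusted p = 0.236) and handling stress genes (−0.07, adjusted p = 0.178) did not pass in Tmem cells. Handling stress genes passed there under cyclic loess (0.0199), a further quantile normalization (0.0183), with array weights (0.0328) and without control Tmem array 2 (0.0455) or day 2 Tmem array 1 (0.0181). Naive and central memory genes did under both normalizations (0.0181 and 0.0183). Th2 genes did with array weights (0.0367), with a replicate block within the 6 arrays (0.0364) and without day 2 Tmem array 1 (0.0236) or day 2 Treg array 3 (0.0453).

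Of the 8 lists of other cell types, only the plasma cell markers in Tmem cells passed. In Treg cells the medians were 0.02 for B cells (adjusted p = 0.920), 0.12 for plasma cells (0.376), 0.09 for myeloid cells (0.454), 0.11 for dendritic cells with MHC class II (0.376), 0.01 for CD8 T cells with NK cells (0.761), 0.10 for gamma delta T cells (0.376), 0.11 for stromal and endothelial cells (0.315) and 0.11 for erythroid cells with platelets (0.224). In Tmem cells they were −0.07 for myeloid cells (adjusted p = 0.204), −0.01 for dendritic cells with MHC class II (0.479), −0.07 for CD8 T cells with NK cells (0.468), −0.09 for gamma delta T cells (0.602), −0.08 for stromal and endothelial cells (0.479) and −0.15 for erythroid cells with platelets (0.42). The median and the mean differ in sign for B cells in both cell types (means −0.01 in Treg and 0.07 in Tmem cells) and for dendritic cells and CD8 T cells in Tmem cells (means 0.10 each).

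Other splits of the 6 arrays of a cell type, 10 with the real one, are too few for a share under 0.05, and in each case 1 split, the real one, gave as much. In Treg cells, 27 genes passed in the real split and 1 at most in the others, 667 and 273 met the thresholds of the study, and 15 and 10 lists passed. In Tmem cells, the values were 79 and 0 genes, 749 and 436 genes at the thresholds of the study, and 14 and 9 lists. Over 100 draws of splits of both cell types, 1, the real one, gave as many as 7 genes changed in the same direction in both, with 0 as the highest other. Since no other split of a cell type called more than 1 gene, none was able to reach 7 shared genes, and these draws decide nothing about that count. The correlation of 0.123 across genes had a jackknife standard error of 0.058 over the 12 arrays.

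The paper measured several proteins on the same populations by flow cytometry. It reports lower CD127 on day 2 Treg and Tmem cells, while Il7r, which encodes it, rose by 0.91 in Treg cells (adjusted p = 0.0347), a call lost in 9 of the 12 fits without 1 array, and was at 10.5 in both groups of Tmem cells (adjusted p = 0.998). Fig. 6e of the paper also draws Il7r as higher in day 2 Treg cells, so that the contrast there is between transcript and protein. Of the 10 transcripts of such proteins compared in Treg cells and the 8 in Tmem cells, no other passed. The suppressive molecules of Supplementary Fig. 5 that the paper reports as higher, and CD62L, are not among these. Mki67 was 0.54 higher in Treg and 0.99 higher in Tmem cells (adjusted p = 0.682 and 0.308), while the paper reports more cells with Ki-67 among Treg cells and, in mesenteric LNs alone, a weak increase among Tmem cells. Ly6c1 was at −1.70 in Treg cells (adjusted p = 0.241), and Ccr7 at −0.20 and −0.17. For CD5 and Nur77, which the paper reports as higher on both, Cd5 was at −0.12 in Treg and −0.11 in Tmem cells and Nr4a1 at 0.16 and 0.77. Of cytokine genes, Il10 was 0.59 higher in Treg cells, and in Tmem cells Ifng was 1.00 and Il17a 0.64 higher and Il2 at −0.67. Foxp3 was at −0.03 in Treg cells. The genes of the chains of LFA-1, Itgal (−0.09 and 0.04) and Itgb2 (−0.01 and 0.04), and of VLA-4, Itga4 (−0.07 and −0.09) and Itgb1 (0.72 and 0.40), did not pass either. By the paper's labels the antibodies are against the αL and α4 chains, encoded by Itgal and Itga4.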
